# Gene expression profile and molecular pathway datasets resulting from benzo(a)pyrene exposure in the liver and testis of adult tilapia

**DOI:** 10.1016/j.dib.2018.08.206

**Published:** 2018-09-05

**Authors:** Reyna Cristina Colli-Dula, Xiefan Fang, David Moraga-Amador, Nacira Albornoz-Abud, Roberto Zamora-Bustillos, Ana Conesa, Omar Zapata-Perez, Diego Moreno, Emanuel Hernandez-Nuñez

## Abstract

Benzo(a)pyrene (BaP), the prototype of polycyclic aromatic hydrocarbons, is known to exhibits genotoxic and carcinogenic effects promoting molecular impacts. The dataset presented here is associated with the research article paper entitled “Transcriptome Analysis Reveals Novel Insights Into the Response of Low-dose Benzo(a)pyrene Exposure in Male Tilapia”. In this article, we presented a transcriptomic characterization of male tilapia exposure to BaP in the short term. This data provides an extended analysis of changes in the gene expression and identification of pathways in the liver and testis of male tilapia exposure to BaP. We used gene set enrichment analysis (GSEA) and sub-network enrichment analysis (SNEA) to identify gene networks and pathways associated with molecular adverse effects of BaP exposure. The data indicates that target pathways related to promoting carcinogenesis such as DNA repair and DNA replication were affected as well as other crucial biological processes. Moreover, to determine whether some of the key reported genes of DNA damage are affected by BaP exposure, Quantitative PCR (qPCR) was performed. Gene set categories and sub-networks are provided and the corresponding signature differences from BaP exposure are listed. The information in these datasets may contribute to understanding the potential carcinogenesis mechanism of action from low BaP exposure.

**Specifications table**

**Table:** 

Subject area	Biology
More specific subject area	Transcriptomics
Type of data	Table, text file.
How data was acquired	mRNA data from RNA-Sequencing (RNA-Seq) technology and bioinformatic analysis were used to identify a molecular signature and pathways affected by BaP exposure.
Data format	Filtered and analyzed.
Experimental factors	Analysis of gene expression profile RNA-Seq data from a BaP experiment
Experimental features	RNA-Seq reads were trimmed and the clean reads analyzed.
	Gene read mapping, differential expression analysis (DE) and GSEA and SNEA were performed from tilapia liver and testis tissue after BaP-treatment.
	Quantitative PCR (qPCR) was used to evaluate the transcriptomic changes observed in BaP-exposed male tilapia.
Data source location	Sample source and tissue harvest were located at Cinvestav-Merida, Yucatan, Mexico. The BaP experiment was carried out at Cinvestav-Merida. Sample analysis was performed at Cinvestav-Merida and the University of Florida (Gainesville, FL, USA).
Data accessibility	Transcriptomic data are presented in this article. All RNA-Seq data were submitted to NCBI׳s Gene Expression Omnibus (GEO) and can be accessed via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116687
	(accession number GSE116687).
Related research article	[1] COLLI-DULA, R. C. et al. Transcriptome Analysis Reveals Novel Insights Into the Response of Low-dose Benzo(a)pyrene Exposure in Male Tilapia. **Aquatic Toxicology**, v. 201, n. 15, pp. 162–173, Aug 2018. ISSN 0166-445×.

**Value of data**

• The data explores the biological mechanism of action of BaP in the liver and testis of male tilapia by a high throughput transcriptomic approach (RNA-Sequencing).
• The data provides ample information of changes in gene expression, subnetworks and functional enrichment analysis associated with several biological processes after BaP treatment.
• The molecular signature identified for BaP exposure is very useful to other researchers that may explore the mechanism of action of BaP in non-model organism such as tilapia.
• New gene sets associated with molecular adverse effects of BaP can be useful in understanding the role of BaP into the activation of apoptotic signals in tilapia.
• This data may contribute to understanding the BaP mechanisms associated with adverse effects in tilapia.

## 1 Data

These data sets provide information on the BaP molecular effects in tilapia testes and liver. 

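RNA was sequenced from the liver of 8 adult male tilapia (4 control and 4 BaP) and from the testis of 6 (3 control and 3 BaP). The sample descriptions give BaP at 3 mg/kg in each of 5 intraperitoneal injections, spaced 6 days apart, with sampling on day 26. Control fish received the carrier alone, and each aquarium held fish of a single group, so an effect of the aquarium cannot be separated from that of BaP. The authors deposited one table per tissue, with 12902 genes for liver and 16930 for testis, of which 12377 are in both, each listed by its Ensembl gene ID alone. The deposited values are counts scaled as CPM to an effective library size, which is the number of reads counted on genes multiplied by edgeR's TMM factor for that library. Dividing each library by its smallest step recovered whole reads for 100% of the values. The libraries held between 12485109 and 42836246 reads on genes in liver, with a median of 24257984 in control and 23442562 in BaP fish. In testis they held between 26694344 and 30347667 reads, with a median of 27519207 in control and 29623472 in BaP fish. A value of 0 appeared 616 times among the 103216 liver values and 125 times among the 101580 testis values. Expression is given in this normalized CPM, as mean ± SD over fish. BaP was compared with control within each tissue by limma on the log2 of the value plus 1, over every deposited gene, with Benjamini-Hochberg adjustment. The added 1 makes the log2 fold change of a gene with few reads smaller than the ratio of its means. Since the tables were normalized separately, levels of the tissues are compared only as coarse ratios, to pick genes far more abundant in liver.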

Table 1 presents all the primer sets used for qPCR analysis. All primers used were previously validated as indicated in the 2^−ΔΔCT^ method [2]. Of these genes evaluated, *Cyp1b1*, *Ddit4, Gadd45b* and *Fasn* showed significant changes in their levels of expression from BaP exposure (*p *< 0.05) (Table 5 in [1]). Table 2 presents a partial list of the characterization of gene expression profiling of RNA-data by BaP exposure. This data shows a larger number of altered genes in the liver related with adverse molecular effects on the cell cycle and with several other biological processes. 

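The 90 entries of Table 2 were matched to Ensembl gene IDs through the paper's supplementary list and stand for 88 genes. In liver, each of the 88 genes changed in the direction that Table 2 gives, and 42 of them were lower with BaP. Since the paper chose these genes from the same libraries, their shared direction is not an independent test. An unadjusted p under 0.05 was reached by 70 of the 88 genes, and an adjusted p under 0.05 over all 12902 liver genes by 2, NCOA7 and G0S2. With edgeR's exact test 16 of the 88 had an adjusted p under 0.05. With the p-values adjusted over the 88 genes alone, 59 were under 0.05, which shows no stability because the paper chose these genes by their p in the same libraries. The sections of Table 2 carry the paper's headings, and some hold genes described otherwise. Examples are the proteasome subunit PSMD1 under electron transport and ATP synthesis, and the cell adhesion molecule CADM1 under cell cycle machinery. The medians therefore describe the sections and not the processes they are named for. The genes listed under electron transport and ATP synthesis had a median log2 fold change of -0.69, with 10 of 16 genes lower. The median was -0.76 for the apoptotic signals (8 of 12 genes lower), -1.11 for mitotic spindle dynamics (4 of 5 lower), -0.54 for the cell cycle machinery (6 of 11 lower) and 0.01 for the cyclins (6 of 12 lower). It was 0.61 for DNA methylation (4 of 9 genes lower), 0.87 for growth and development (3 of 7 lower), 1.18 for the solute carriers (0 of 4 lower) and 1.56 for the section of other genes (1 of 12 lower).

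NCOA7 (ENSONIG00000007222) fell in liver from a normalized CPM of 316 ± 145 (SD, n = 4) to 30.9 ± 5.04 (SD, n = 4), a log2 fold change of -3.21 (standard error 0.33, adjusted p = 0.0237 from limma). G0S2 (ENSONIG00000021134), a gene named for the G0/G1 switch, fell from 1100 ± 539 (SD, n = 4) to 135 ± 53.4 (SD, n = 4), a log2 fold change of -2.99 (standard error 0.40, adjusted p = 0.0389 from limma). For both genes every BaP liver was below every control liver. With each liver left out in turn, the adjusted p from limma stayed under 0.05 in 3 of 8 fits for NCOA7 and in 2 of 8 for G0S2. The highest was 0.125 for NCOA7 and 0.181 for G0S2. In testis, G0S2 was 69.5 ± 58.6 (SD, n = 3) in control and 1.60 ± 0.41 (SD, n = 3) in BaP fish, a log2 fold change of -4.20 (standard error 0.82). Its adjusted p in testis was 1.00 from limma and 1.34e-10 from edgeR's exact test on the recovered reads. Table 2 gives 14 genes as altered in both tissues. All 14 had Table 2's direction in testis, 5 had an unadjusted p under 0.05 there and 0 an adjusted p under 0.05 (2 with the exact test). The direction was the same in liver and testis for 11 of them. SLC22A7, RN7SKP275 and PENK were higher with BaP in liver and lower in testis, with log2 fold changes in testis of -1.63, -1.30 and -0.95. The difference between the tissues had an adjusted p of 0.615, 0.827 and 0.585 for these genes from limma's interaction test. The testis value of SLC22A7 rested on control replicate 3, at 86.6 against 0.148 and 0.0694 in the other control fish. LECT2, APOA1 and APOH, whose transcripts were abundant in liver, were highest in testis in BaP replicate 2, at 70.6, 221 and 15.2, and the remaining BaP testes had at most 8.78, 25.4 and 4.18.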

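In liver, 9 of 12902 genes had an adjusted p under 0.05, 2 higher and 7 lower with BaP. In testis, 1 of 16930 genes did, CYP1B1. At the paper's threshold (unadjusted p under 0.05 and a fold change over 1.5), 1548 genes were altered in liver (765 higher, 783 lower) and 369 in testis (200 higher, 169 lower). An unadjusted p under 0.05 alone was reached by 1745 genes in liver and 426 in testis, where 645.1 and 846.5 would be reached by chance if no gene changed. For the counts at an adjusted p under 0.05, the test was the choice that moved them most. DESeq2's Wald test on the recovered reads gave an adjusted p under 0.05 for 443 genes in liver and 54 in testis, and on simulated data with known changes it made more false calls than limma. At the paper's threshold, leaving out one fish moved the counts most, to 2370 genes in liver without control replicate 3 and 829 in testis without BaP replicate 3.

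The liver comparison has 8 fish and the testis comparison 6. With 3 of the 4 control and 3 of the 4 BaP livers taken at a time, the 16 subsets had a median of 1238 genes at the paper's threshold (from 830 to 2429), and 0 of the 16 had as few as testis. With edgeR's exact test the median was 1126.5 genes (from 753 to 2072), again with 0 of 16 as low as in testis. For genes with an adjusted p under 0.05 the limma median over the subsets was 0 (from 0 to 101), and 12 of the 16 subsets had no more than testis. The 4 with more, from 32 to 101 genes, were those without control replicate 3. With the exact test that median was 147 (from 50 to 678), and 0 of 16 had as few as the 49 of testis. A direct test of the difference between the tissues, limma's interaction term over the 12377 shared genes, gave 0 genes with an adjusted p under 0.05 and 854 with an unadjusted p under 0.05. It takes the 14 libraries as independent, although the liver and testis libraries share 6 title numbers and may come from the same fish.

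**Figure D1:**
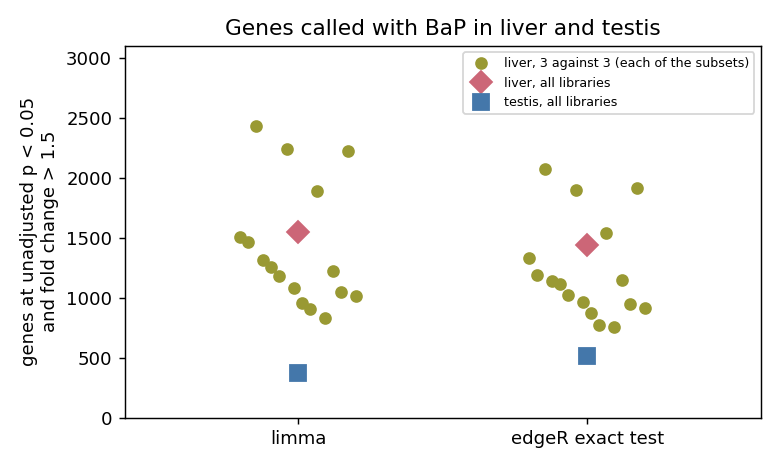
Number of genes at an unadjusted p under 0.05 and a fold change over 1.5 (vertical axis, genes), by limma (left) and by edgeR's exact test (right). Each circle is one of the 16 subsets of 3 control and 3 BaP livers, the diamond is the full liver comparison and the square the testis comparison. The limma subsets lie between 830 and 2429 genes, above the 369 of testis.

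The genes described next had the smallest adjusted p in liver after NCOA7 among genes whose groups did not overlap, which was a condition of their choice. ZNF395 (ENSONIG00000003350) fell from 757 ± 154 (SD, n = 4) to 193 ± 23.2 (SD, n = 4), a log2 fold change of -1.95 (standard error 0.22). FAM13A (ENSONIG00000017440) fell from 548 ± 72.7 (SD, n = 4) to 119 ± 35.3 (SD, n = 4), a log2 fold change of -2.23 (standard error 0.26). BHLHE40 (ENSONIG00000020277) fell from 198 ± 140 (SD, n = 4) to 9.15 ± 2.45 (SD, n = 4), a log2 fold change of -4.02 (standard error 0.49). STC2 (ENSONIG00000017680) rose from 1.67 ± 0.46 (SD, n = 4) to 10.3 ± 2.94 (SD, n = 4), a log2 fold change of 2.05 (standard error 0.25). The adjusted p of each of these 4 genes was the one given for NCOA7, as the adjustment assigns tied values. With each liver left out in turn, the adjusted p from limma of each stayed under 0.05 in 2 of 8 fits and reached 0.125. With a pseudocount of 0.1 in place of 1, 0 liver genes had an adjusted p under 0.05.

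A list of 88 cell cycle gene symbols was written before the data were examined. Since names are given only for genes on the paper's list of altered genes, 29 genes of the list (28 symbols) could be found, and their direction describes the paper's calls and does not test them. In liver 28 of the 29 were lower with BaP, with a mean log2 fold change of -1.10, and HELLS was higher (log2 fold change 1.68). Of the 29, 14 had an unadjusted p under 0.05, 2 when adjusted over the list alone and 0 when adjusted over all genes. The mean centred log2 level over the list was 0.18, 0.94, -0.73 and 1.81 in the control livers and -0.75, -0.60, -0.38 and -0.47 in the BaP livers. The groups overlapped, because control replicate 3 lay among the BaP livers (two-sided exact permutation p = 0.114, n = 4 per group). Leaving out each fish in turn gave means from -1.53 to -0.68. In testis the same 29 genes had a mean log2 fold change of 0.07 (two-sided exact permutation p = 0.9, n = 3 per group). Most genes on the paper's list were chosen for a change in liver (1369, against 240 in testis). A larger change in liver therefore follows in part from that choice, and the p-values given next are no independent test. The difference between the tissues was -1.17 (two-sided exact permutation p = 0.0857 over 1400 arrangements that move the libraries of each tissue separately). With the liver and testis libraries of one title number moved together, a choice made after seeing the data, it was 0.2 over 40 arrangements. The paper states that a larger number of genes was altered in liver and relates them to adverse molecular effects on the cell cycle and on other biological processes.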

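The supplementary tables list the altered genes that the paper assigned to each gene ontology (GO) category and to each subnetwork, a group of genes linked to a process in the ResNet database. Of 247 listed sets, 3 GO categories in testis had no member that could be found by name. Of the other 244 sets, 224 had a median log2 fold change with the sign the paper gives. These were 85 of 91 GO categories and 78 of 82 subnetworks in liver, and 22 of 23 GO categories and 39 of 48 subnetworks in testis. Each set holds only genes that the paper called altered in the same libraries, so its sign follows in part from that choice. The sets described next are those with the smallest p of the paper in each category, with the cell cycle and apoptotic process sets added. Since the former were picked by a p from the same libraries, a small p here restates that selection and is no independent test of it. For each, the median over its genes was compared with the other altered genes of that tissue (1369 in liver, 240 in testis) by a permutation test over genes with 100000 resamples, adjusted over the 9 sets. Genes are not independent replicates, so a score per library, the mean centred log2 level of the set, was also compared between control and BaP fish by an exact permutation test.

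In liver, most listed members of each set were found by name (54 of 58 for cell cycle, 56 of 60 for apoptotic process). The mitosis set (34 genes) had a median log2 fold change of -1.05, against -0.75 for the other altered genes (adjusted permutation p = 0.0179). The spindle pole set (10 genes) had a median of -1.26 (adjusted permutation p = 0.0166), and the cell cycle set (54 genes) one of -1.00 (adjusted permutation p = 0.0166). The apoptotic process set (59 genes) had a median of -1.02 (adjusted permutation p = 0.0176). The iron ion binding set (20 genes, median -1.23) and the kinetochore assembly subnetwork (24 genes, median -1.05) did not differ from the other altered genes after adjustment (adjusted permutation p = 0.0928 and 0.102). With a CPM above 1 in every library, 11 of the 24 kinetochore assembly genes were left and their median was 0.64, and 1 of the 10 spindle pole genes was left. This filter can remove genes because they were lower with BaP. With values of at least 1 in 3 or more libraries the kinetochore assembly median stayed at -1.05. Between the groups of fish, the score of the apoptotic process set was lower in all 4 BaP livers than in all 4 control livers, by a difference of -0.63 ± 0.18 (SE). Its exact two-sided permutation p was 0.0286, the smallest that 4 fish against 4 allow, and 0.147 after adjustment over the 9 sets. The score of the cell cycle set had an exact permutation p of 0.0857 before that adjustment, with control replicate 3 at -0.30 and the BaP livers between -0.53 and -0.24.

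In testis, 18 of the 55 listed members of the extracellular space set were found, 15 of 30 of the blood clotting subnetwork and 2 of 12 of regulation of proteolysis, so these results describe part of each set. The extracellular space set (21 genes, as some names belong to several IDs) had a median of 1.45, against -0.69 for the other altered genes (permutation p = 1e-05, the smallest that the resamples can give). The median was 1.15 for the blood clotting subnetwork (16 genes) and 1.41 for the regulation of proteolysis set (2 genes), with adjusted permutation p of 0.0998 and 0.166. The scores of these sets were highest in BaP replicate 2. For extracellular space they were -0.21, 2.19 and -0.02 in the BaP testes and between -0.74 and -0.58 in the control testes (exact permutation p = 0.1, the smallest that 3 fish against 3 allow). For blood clotting they were -0.20, 1.32 and -0.28 in the BaP testes and between -0.51 and -0.04 in the control testes (exact permutation p = 0.4). BaP replicate 2 was also the testis with the highest level of transcripts abundant in liver, with 90 of 95 such genes above their mean in the control testes.

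**Figure D2:**
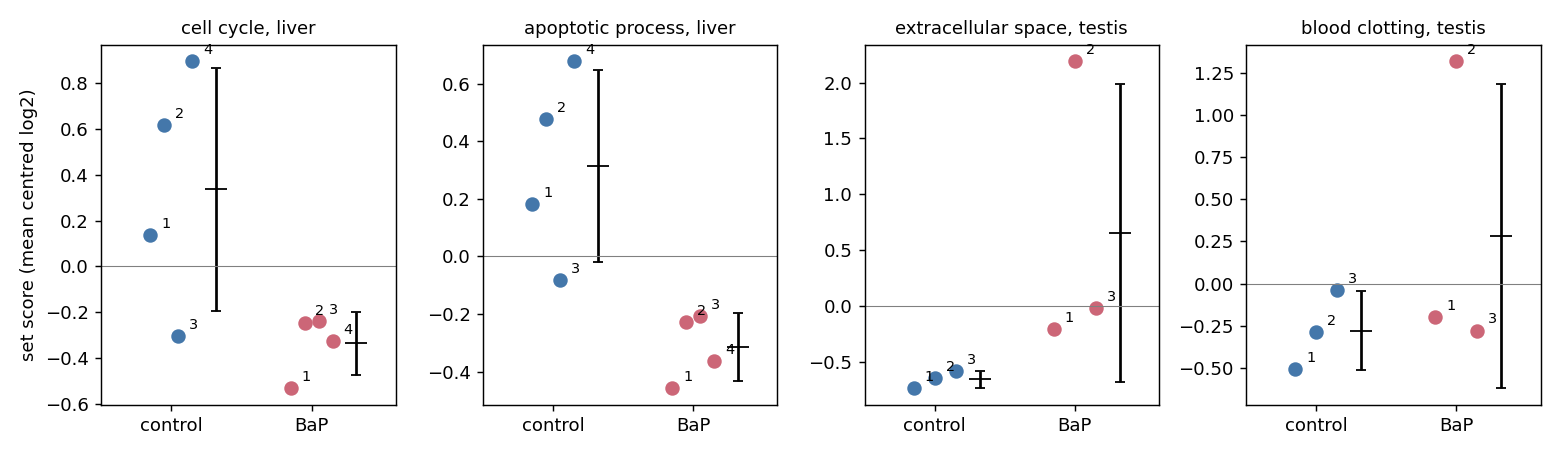
Score of each library (vertical axis, mean centred log2 of normalized CPM plus 1) for the cell cycle and apoptotic process sets in liver and the extracellular space and blood clotting sets in testis, in control and BaP fish. Each point is a fish with its replicate number, and the bars give the mean ± SD of the group. In the testis sets BaP replicate 2 lies at 2.19 and 1.32, above the other fish.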

Table 3 shows GO categories and Table 4 identifies gene networks altered by a low concentration of BaP in the liver and testis of male tilapia. 

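The genes with qPCR primers in Table 1 were also measured by RNA-Seq. Cyp1b1 (ENSONIG00000010388), which encodes a cytochrome P450 enzyme, rose in testis from 2.32 ± 0.75 (SD, n = 3) to 30.6 ± 0.25 (SD, n = 3), a log2 fold change of 3.28 (standard error 0.22, adjusted p = 0.0315 from limma). The adjusted p of Cyp1b1 in testis was 5.77e-12 from edgeR's exact test and 0.0615 from edgeR's quasi-likelihood test, which had been planned for read counts. Every BaP testis was above every control testis. With each testis left out in turn, its log2 fold change stayed between 3.10 and 3.44 and its adjusted p was between 0.0512 and 0.358. In liver, Cyp1b1 was at 0, 0.031, 0.523 and 0.237 in the control fish and at 0.069, 4.36, 5.66 and 13.4 in the BaP fish. At these depths 3 reads correspond to 0.129 and 0.093 in control replicates 1 and 2 and to 0.207 in BaP replicate 1, so the level of these fish could not be told from 0. The log2 fold change in liver was 2.04 (standard error 0.64, adjusted p = 0.243 from limma). From edgeR's exact test the adjusted p was 0.00411, the lowest of the alternatives that kept every fish and were refitted by gene. With each liver left out in turn, the adjusted p from limma was between 0.0299 and 0.528.

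**Figure D3:**
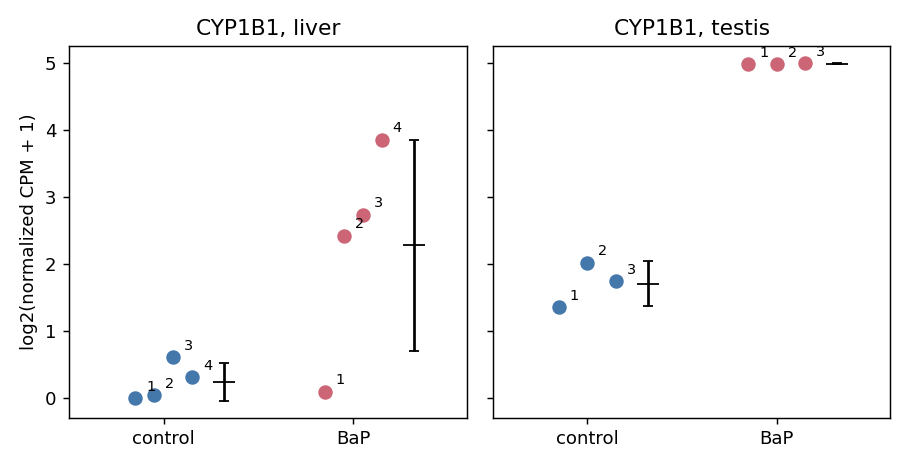
Cyp1b1 in each library (vertical axis, log2 of normalized CPM plus 1) in the liver and testis of control and BaP fish. Each point is a fish with its replicate number, and the bars give the mean ± SD of the group. In testis the BaP fish had 30.5, 30.5 and 30.9 normalized CPM, and liver BaP replicate 1 had 0.069. The tables of the tissues were normalized separately.

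Ddit4 fell in liver from 657 ± 268 (SD, n = 4) to 123 ± 90.4 (SD, n = 4), a log2 fold change of -2.64 (standard error 0.59, adjusted p = 0.169), with every BaP liver below every control liver. Fasn fell from 1325 ± 865 (SD, n = 4) to 120 ± 89.5 (SD, n = 4), a log2 fold change of -3.22 (standard error 0.79, adjusted p = 0.193), with control replicate 3, at 160, within the range of the BaP livers. Both had an adjusted p under 0.05 with edgeR's exact test (0.00256 and 0.000161). Tet3 fell from 53.3 ± 9.32 (SD, n = 4) to 25.0 ± 14.6 (SD, n = 4), with a log2 fold change of -1.30 (adjusted p = 0.297). Gadd45b rose from 316 ± 109 (SD, n = 4) to 789 ± 483 (SD, n = 4) and Igf2 from 10.5 ± 5.21 (SD, n = 4) to 26.2 ± 23.2 (SD, n = 4), with log2 fold changes of 1.19 and 0.98 (adjusted p = 0.291 and 0.483). In testis the log2 fold changes were 0.65 for Fasn, with no overlap between the groups, and -0.31 for Gadd45b, -0.38 for Ddit4, 0.15 for Igf2 and -0.05 for Tet3, each with an adjusted p of 1.00. The reference gene rpl8 was higher in every BaP liver (1247 to 1678) than in every control liver (786 to 1037), a log2 fold change of 0.72 (adjusted p = 0.212). Divided by rpl8, the liver log2 fold changes were 1.31 for Cyp1b1, 0.47 for Gadd45b, 0.25 for Igf2, -3.37 for Ddit4, -2.03 for Tet3 and -3.95 for Fasn.

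The supplementary list names 1526 genes, and by the paper's values it holds 1369 genes altered in liver and 240 altered in testis. All 1369 and all 240 had the listed direction in the limma comparison, which placed 1111 of them in liver and 99 in testis past the same threshold. Since the paper chose these genes from the same libraries, their shared direction is no independent test. The list holds 87 genes altered in both tissues, of which 74 changed in the same direction.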

All significantly altered genes are listed in Table SI as well as identified GO categories and subnetworks which are present.

**Table 1:** Sequences of primers used in the qRT-PCR analysis.

**Gene symbols**	**Description**	**Forward primer 5′→3′**	**Reverse primer 5′→3′**	**Amplicon size (bp)**	**Aligned temp (°C)**
CYP1B1	Cytochrome P450, family 1, subfamily B, polypeptide 1	gggctacaccgtaccaaaga	agcgctctgggtcaaagata	104	56
GADD45	Growth arrest and DNA damage inducible beta	ggagacggtgagtcaagctc	gcggactcgtagactccaac	84	58
DDIT4	DNA-damage-inducible transcript 4	tctcattgacctctgcgttg	accagagcgagctgaaatgt	99	58
IGF2	Insulin-like growth factor 2	gcccttccctttgacattat	gcgccttgtccttgttttag	92	58
TET3	Tet methylcytosine dioxygenase 3	aaaggacccttgtgtcatgc	gtttgcttttcaggcagtcc	80	58
FASN	Fatty acid synthase	gagacggactgccttacagc	gctgcagtctgtggatcaaa	79	58
RPL8	Ribosomal Protein L8	gttgctggaggtggacgtat	ggatgctcaacagggttcat	125	56

**Table 2:** Partial list of the characterization of gene expression profiling of RNA-data. Identified transcripts are involved with electron transport/ATP synthesis, DNA methylation, growth and development, cell cycle machinery and apoptotic signals.

	**Characterization of gene expression profiling of tilapia RNA-seq data**				
			**Liver**		**Testis**
**HGNC symbol**	**Description**	**Fold change**	***p*-value**	**Fold change**	***p*-value**
**Electron transport/ATP synthesis**					
ACLY	ATP citrate lyase a [Source:ZFIN;Acc:ZDB-GENE-031113-1]	−5.5	6.35E−07	−1.0	NS
ATP6V1E1A	ATPase, H+ transporting, lysosomal, V1 subunit E1a [Source:ZFIN;Acc:ZDB-GENE-041212-51]	3.8	2.6E−06		NS
ATAD2	ATPase family, AAA domain containing 2 [Source:HGNC Symbol;Acc:HGNC:30123]	−4.1	2.2E−03	1.1	NS
ATAD2	ATPase family, AAA domain containing 2 [Source:ZFIN;Acc:ZDB-GENE-030131-7003]	−2.1	1.2E−02	1.0	NS
PSMD1	proteasome 26S subunit, non-ATPase 1 [Source:ZFIN;Acc:ZDB-GENE-040426-810]	−1.6	2.1E−02	1.0	NS
ABCE1	ATP-binding cassette, sub-family E (OABP), member 1 [Source:ZFIN;Acc:ZDB-GENE-040426-1995]	1.8	2.5E−02	−1.1	NS
ABCA3	ATP-binding cassette, sub-family A (ABC1), member 3b [Source:ZFIN;Acc:ZDB-GENE-050517-2]	−1.7	2.6E−02	−1.1	NS
CFTR	cystic fibrosis transmembrane conductance regulator (ATP-binding cassette sub-family C, member 7) [Source:ZFIN;Acc:ZDB-GENE-050517-20]	2.2	3.1E−02	−1.0	NS
LIG1	ligase I, DNA, ATP-dependent [Source:ZFIN;Acc:ZDB-GENE-110404-2]	2.0	3.7E−02	1.1	NS
NKAIN1	Na+/K+ transporting ATPase interacting 1 [Source:ZFIN;Acc:ZDB-GENE-040426-1472]	2.1	4.1E−02	−1.3	NS
TAP2	ATP-binding cassette, sub-family B (MDR/TAP), member 3 like 1 [Source:ZFIN;Acc:ZDB-GENE-030616-245]	−2.9	4.5E−02	1.4	NS
AGTPBP1	ATP/GTP binding protein 1 [Source:ZFIN;Acc:ZDB-GENE-081104-267]	−1.7	4.6E−02	−1.0	NS
OPLAH	5-oxoprolinase (ATP-hydrolysing) [Source:ZFIN;Acc:ZDB-GENE-121214-293]	1.6	4.6E−02	1.0	NS
ATP6V1C1	ATPase, H+ transporting, lysosomal, V1 subunit C1b [Source:ZFIN;Acc:ZDB-GENE-041010-104]	−1.6	3.1E−02	−1.2	NS
ATP5I	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit Ea [Source:ZFIN;Acc:ZDB-GENE-070928-12]	−2	1.6E−02	−1.2	NS
ATP7A	ATPase, Cu++ transporting, alpha polypeptide [Source:ZFIN;Acc:ZDB-GENE-060825-45]	−2.2	1.8E−03	−1.1	NS
***Solute carrier families***					
SLC22A7	solute carrier family 22 member 7 [Source:HGNC Symbol;Acc:HGNC:10971]	5.6	2.0E−04	−38.9	5.0E−03
SLC22A7	solute carrier family 22 member 7 [Source:HGNC Symbol;Acc:HGNC:10971]	5.6	2.2E−04	−38.9	4.83E−03
SLC13A1	solute carrier family 13 (sodium/sulphate symporters), member 1 [Source:ZFIN;Acc:ZDB-GENE-031222-3]	5.4	4.2E−02	−1.3	NS
SLC34A2	solute carrier family 34 (type II sodium/phosphate cotransporter), member 2b [Source:ZFIN;Acc:ZDB-GENE-030709-1]	4.6	2.6E−02	1.2	NS
SLCO2A1	solute carrier organic anion transporter family, member 2A1 [Source:ZFIN;Acc:ZDB-GENE-060606-3]	2.4	1.5E−03	1.2	NS
**DNA methylation**					
METTL21A	methyltransferase like 21A [Source:ZFIN;Acc:ZDB-GENE-050320-145]	4.4	2.0E−02	−1.3	NS
HNMT	histamine N-methyltransferase [Source:HGNC Symbol;Acc:HGNC:5028]	3.1	2.4E−03	1.2	NS
HMGCS1	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble) [Source:ZFIN;Acc:ZDB-GENE-040426-1042]	2.8	1.0E−02	1.1	NS
TRMT11	tRNA methyltransferase 11 homolog (S. cerevisiae) [Source:ZFIN;Acc:ZDB-GENE-040426-953]	2.6	2.8E−02	−1	NS
METTL18	methyltransferase like 18 [Source:HGNC Symbol;Acc:HGNC:28793]	2.6	1.3E−02	−1.2	NS
TET3	tet methylcytosine dioxygenase 3 [Source:ZFIN;Acc:ZDB-GENE-060526-109]	−2.1	1.6E−02	−1.2	NS
METTL5	methyltransferase like 5 [Source:ZFIN;Acc:ZDB-GENE-041010-21]	−2.4	7.4E−03	1	NS
DPY30	dpy-30 histone methyltransferase complex regulatory subunit [Source:ZFIN;Acc:ZDB-GENE-040718-136]	−2.5	2.1E−03	−1.1	NS
TRMT44	tRNA methyltransferase 44 homolog (S. cerevisiae) [Source:ZFIN;Acc:ZDB-GENE-041010-189]	−3	8.2E−03	−1.2	NS
**Growth and development**					
IGFBP3	insulin-like growth factor binding protein 3 [Source:ZFIN;Acc:ZDB-GENE-040412-1]	4.9	1.9E–02	–1.4	NS
RXFP4	relaxin/insulin like family peptide receptor 4 [Source:HGNC Symbol;Acc:HGNC:14666]	2.7	3.1E–02	–	–
IGF2	insulin-like growth factor 2 [Source:RefSeq peptide;Acc:NP_001266572]	2.5	1.8E–02	1.1	NS
IGFBP7	insulin-like growth factor binding protein 7 [Source:ZFIN;Acc:ZDB-GENE-040426-2423]	1.8	3.0E–02	1	NS
IGF2R	insulin-like growth factor 2 receptor [Source:ZFIN;Acc:ZDB-GENE-041014-300]	–1.8	2.7E–02	–1.1	NS
THRB	thyroid hormone receptor beta [Source:ZFIN;Acc:ZDB-GENE-990415-268]	–2	2.5E–03	–	–
THRSP	thyroid hormone responsive [Source:ZFIN;Acc:ZDB-GENE-081022-19]	–4.8	1.3E–03	–	–
**Cell cycle machinery**					
CADM1	cell adhesion molecule 1a [Source:ZFIN;Acc:ZDB-GENE-080505-2]	8.2	1.3E–04	–1.3	NS
CEP152	centrosomal protein 152 [Source:ZFIN;Acc:ZDB-GENE-111005-1]	4.8	4.2E−04	1.2	NS
CEP57	centrosomal protein 57 [Source:HGNC Symbol;Acc:HGNC:30794]	2.9	2.6E−03	1.1	NS
CEP135	centrosomal protein 135 [Source:ZFIN;Acc:ZDB-GENE-041210-325]	2.3	3.4E−02	−1.1	NS
TACSTD2	epithelial cell adhesion molecule [Source:ZFIN;Acc:ZDB-GENE-040426-2209]	2.3	1.0E−03	1.2	NS
NCAM1	neural cell adhesion molecule 1a [Source:ZFIN;Acc:ZDB-GENE-990415-31]	−2.4	4.2E−02	−1.5	NS
CEBPW	centromere protein W [Source:ZFIN;Acc:ZDB-GENE-100922-200]	−3.9	4.4E−02	1.1	NS
CHL1	cell adhesion molecule L1-like b [Source:ZFIN;Acc:ZDB-GENE-091105-1]	−4.3	1.4E−03	1.1	NS
CENPF	centromere protein F [Source:ZFIN;Acc:ZDB-GENE-041111-205]	−5.6	7.0E−04	1.3	NS
NDC80	NDC80 kinetochore complex component [Source:ZFIN;Acc:ZDB-GENE-030131-904]	−5.9	3.0E−03	−1.0	NS
GOS2	G0/G1 Switch 2, Putative Lymphocyte G0/G1 Switch Gene	−8.2	7.5E−11	−43.4	1.6E−14
***Cyclin***					
CDKL5	cyclin dependent kinase like 5 [Source:HGNC Symbol;Acc:HGNC:11411]	2.6	8.0E−03	1.20	NS
CCNG1	cyclin G1 [Source:ZFIN;Acc:ZDB-GENE-020322-1]	2.2	3.8E−03	−1.00	NS
NUCKS1	nuclear casein kinase and cyclin-dependent kinase substrate 1a [Source:ZFIN;Acc:ZDB-GENE-040912-175]	2.0	9.9E−03	1.16	NS
MRRF	mitochondrial ribosome recycling factor [Source:ZFIN;Acc:ZDB-GENE-040704-12]	2.0	2.4E−02	−1.25	NS
CDK6	cyclin-dependent kinase 6 [Source:ZFIN;Acc:ZDB-GENE-060503-786]	1.9	2.0E−02	1.17	NS
CCNI	cyclin I [Source:ZFIN;Acc:ZDB-GENE-040426-2898]	1.7	3.0E−02	−1.15	NS
CCNT2	cyclin T2b [Source:ZFIN;Acc:ZDB-GENE-030131-183]	−1.6	4.1E−02	1.01	NS
CCNG2	cyclin G2 [Source:ZFIN;Acc:ZDB-GENE-021016-1]	−2.1	1.6E−02	−1.28	NS
CCNB2	cyclin B2 [Source:ZFIN;Acc:ZDB-GENE-030429-12]	−2.1	1.3E−02	−1.07	NS
CNNM1	cyclin and CBS domain divalent metal cation transport mediator 1 [Source:HGNC Symbol;Acc:HGNC:102]	−2.2	9.8E−03	1.05	NS
CDK1	cyclin-dependent kinase 1 [Source:ZFIN;Acc:ZDB-GENE-010320-1]	−3.2	9.3E−03	−1.16	NS
CCNB3	cyclin B3 [Source:ZFIN;Acc:ZDB-GENE-060929-684]	−12.9	4.5E−04	−1.04	NS
***Mitotic spindle dynamics***					
MZT2B	mitotic spindle organizing protein 2B [Source:ZFIN;Acc:ZDB-GENE-040801-87]	2.3	3.4E−02	−1.2	NS
CDK2	cyclin-dependent kinase 2 [Source:ZFIN;Acc:ZDB-GENE-040426-2741]	−2.4	4.8E−02	1.11	NS
NUSAP1	nucleolar and spindle associated protein 1 [Source:ZFIN;Acc:ZDB-GENE-030827-5]	−3.5	3.4E−03	−1.1	NS
BUB1	BUB1 mitotic checkpoint serine/threonine kinase [Source:ZFIN;Acc:ZDB-GENE-081104-75]	−4.5	6.1E−03	−1.0	NS
PLK1	polo-like kinase 1 (Drosophila) [Source:ZFIN;Acc:ZDB-GENE-021115-7]	−8.1	3.8E−04	−1.0	NS
**Apoptotic signals**					
VWA11	von Willebrand factor A domain containing 11 [Source:ZFIN;Acc:ZDB-GENE-141211-58]	44.3	1.01E−08	5	1.4E−02
ID4	inhibitor of DNA binding 4 [Source:ZFIN;Acc:ZDB-GENE-051113-208]	2.2	1.2E−03	−2.2	NS
TBRG4	transforming growth factor beta regulator 4 [Source:ZFIN;Acc:ZDB-GENE-091020-8]	1.9	4.4E−02	1.2	NS
TIGAR	tp53-induced glycolysis and apoptosis regulator a [Source:ZFIN;Acc:ZDB-GENE-060312-25]	1.6	3.2E−02	−1.4	NS
TIGAR	tp53-induced glycolysis and apoptosis regulator a [Source:ZFIN;Acc:ZDB-GENE-060312-25]	1.6	3.2E−02	−1.4	NS
RABGAP1	RAB GTPase activating protein 1 [Source:HGNC Symbol;Acc:HGNC:17155]	−1.7	2.9E−02	−1.1	NS
RAB6C	RAB6A, member RAS oncogene family [Source:ZFIN;Acc:ZDB-GENE-040426-2849]	−1.8	1.7E−02	1.1	NS
RAB4B-EGLN2	RAB4B, member RAS oncogene family [Source:HGNC Symbol;Acc:HGNC:9782]	−2.4	4.2E−02	1.4	NS
DDIT3	DNA-damage-inducible transcript 3 [Source:ZFIN;Acc:ZDB-GENE-070410-90]	−2.4	9.7E−03	−1.1	NS
RASGEF1B	RasGEF domain family member 1B [Source:HGNC Symbol;Acc:HGNC:24881]	−3.2	1.9E−03	−2.2	NS
RASL11A	RAS-like, family 11, member A [Source:ZFIN;Acc:ZDB-GENE-050417-384]	-4.5	2.0E−04	−1.5	NS
RAB29	RAB29, member RAS oncogene family [Source:HGNC Symbol;Acc:HGNC:9789]	−5.1	5.0E−03	−1.1	NS
DDIT4L	DNA damage inducible transcript 4 like [Source:HGNC Symbol;Acc:HGNC:30555]	−9.3	2.0E−04	−1.2	NS
**Others**					
KRT4	keratin 4 [Source:ZFIN;Acc:ZDB-GENE-000607-83]	7.1	2.10E−02	6	1.79E−02
ASTL	six-cysteine containing astacin protease 1 [Source:ZFIN;Acc:ZDB-GENE-070621-1]	6.1	8.30E−08	4.7	3.61E−04
RN7SKP275	RN7SKP275 (RNA, 7SK Small Nuclear Pseudogene 275) is a Pseudogene	6.1	1.30E−02	−2.3	2.78E−02
BPIFC	BPI Fold Containing Family C	4.6	1.00E−02	3.5	4.06E−02
ITI1H	inter-alpha-trypsin inhibitor heavy chain 1 [Source:ZFIN;Acc:ZDB-GENE-130530-650]	4	7.20E−06	2	3.16E−02
PENK	proenkephalin a [Source:ZFIN;Acc:ZDB-GENE-030729-31]	3.1	2.20E−02	−4.4	2.81E−02
PGLYRP2	peptidoglycan recognition protein 2 [Source:HGNC Symbol;Acc:HGNC:30013]	2.8	1.60E−03	4.6	1.74E−02
DIO2	Iodothyronine Deiodinase 2	2.8	0.003	1.2	NS
LECT2	leukocyte cell derived chemotaxin 2 [Source:HGNC Symbol;Acc:HGNC:6550]	2.5	7.00E−04	16.6	2.20E−06
APOA1	apolipoprotein A-Ia [Source:ZFIN;Acc:ZDB-GENE-990415-14]	1.7	3.40E−02	4.7	4.18E−03
APOH	apolipoprotein H [Source:HGNC Symbol;Acc:HGNC:616]	1.7	2.80E−02	3.3	1.53E−02
NCOA7	Nuclear Receptor Coactivator 7	−10.2	4.60E−15	−2.7	4.00E−02

**Table 3:** Representative list of GO terms significantly affected in the liver and testis of male tilapia exposed to BaP. Determined by Gene Set Enrichment Analysis (GSEA; *p < 0.05*, fold change ≥ 10%).

**Tissue**	**Gene set category**	**Name**	**Median fold change**	***p*-value**
**Liver**	**Biological process**	mitosis	−2.8	1.9E−04
		cell cycle	−2.5	2.7E−04
		triglyceride biosynthetic process	−3.0	7.9E−04
		long-chain fatty-acyl-CoA biosynthetic process	−3.2	8.2E−04
		mitotic cytokinesis	−6.6	1.1E−03
		cell-cell signaling	2.9	1.1E−03
		G2-M transition of mitotic cell cycle	−2.4	1.3E−03
		cytokinesis	−5.8	1.7E−03
		cellular response to calcium ion	−3.3	2.5E−03
		cellular response to organic substance	−3.9	3.3E−03
		synaptic transmission	−2.0	4.5E−03
		peptidyl-serine phosphorylation	−2.6	4.7E−03
		mitotic cell cycle	−2.4	7.3E−03
		activation of MAPK activity	−2.1	7.7E−03
		cell division	−2.4	1.1E−02
		lipid homeostasis	−5.0	1.3E−02
		exocytosis	−3.4	1.4E−02
		mitotic spindle assembly checkpoint	−4.5	1.5E−02
		response to ethanol	−2.3	1.8E−02
		cellular response to glucose stimulus	−2.0	2.0E−02
		negative regulation of signal transduction	2.1	2.0E−02
		DNA metabolic process	−4.2	2.0E−02
		fatty acid biosynthetic process	−2.7	2.1E−02
		microtubule-based movement	−3.2	2.4E−02
		cytokine-mediated signaling pathway	−2.2	2.4E−02
		epidermis development	2.1	2.4E−02
		positive regulation of MAPK cascade	2.5	2.5E−02
		sterol biosynthetic process	3.1	2.5E−02
		cellular lipid metabolic process	−2.5	2.7E−02
		positive regulation of JUN kinase activity	−3.9	3.0E−02
		apoptotic process	−2.1	3.1E−02
		cell surface receptor signaling pathway	1.8	3.2E−02
		response to testosterone	−2.5	3.2E−02
		lipid catabolic process	−3.2	3.2E−02
		actin cytoskeleton reorganization	−2.2	3.3E−02
		meiotic nuclear division	−3.4	3.9E−02
		positive regulation of gene expression	−2.1	3.9E−02
		immune system process	−1.7	4.4E−02
		biosynthetic process	2.9	4.6E−02
	**Cellular component**	spindle pole	−5.2	4.4E−05
		chromosome, centromeric region	−3.5	1.8E−04
		kinetochore	−4.5	3.5E−04
		proteinaceous extracellular matrix	−2.1	1.8E−03
		condensed chromosome kinetochore	−4.5	2.1E−03
		spindle	−2.8	2.8E−03
		chromosome	−2.4	3.3E−03
		spindle microtubule	−3.5	4.3E−03
		external side of plasma membrane	−1.9	4.5E−03
		extracellular region	−1.6	9.1E−03
		anchored component of membrane	−2.6	1.8E−02
		axon	−2.4	2.6E−02
		cell-cell junction	−1.7	2.7E−02
		cytoskeleton	−2.1	2.8E−02
		kinesin complex	−4.6	2.9E−02
		microtubule	−2.4	2.9E−02
		cell	−2.2	3.3E−02
		microtubule organizing center	−2.0	4.0E−02
	**Molecular function**	iron ion binding	−2.3	1.1E−03
		protein C-terminus binding	−2.7	1.1E−03
		microtubule binding	−2.7	3.2E−03
		heme binding	−1.9	4.2E−03
		protein heterodimerization activity	−2.4	5.8E−03
		protein serine-threonine kinase activity	−2.1	7.7E−03
		hormone activity	2.5	9.0E−03
		oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	2.5	9.6E−03
		growth factor activity	2.5	1.2E−02
		drug binding	−3.3	1.2E−02
		metallopeptidase activity	−1.9	1.6E−02
		microtubule motor activity	−3.2	1.8E−02
		protein homodimerization activity	−2.2	2.8E−02
		calmodulin binding	−2.4	4.3E−02
		structural constituent of cytoskeleton	−2.7	4.7E−02
		carbohydrate binding	−2.0	4.8E−02
		sequence-specific DNA binding RNA polymerase II transcription factor activity	−2.4	4.9E−02
**Testis**	**Biological process**	regulation of proteolysis	9.3	9.4E−06
		proteolysis	10.0	7.1E−05
		leukotriene biosynthetic process	15.5	5.1E−04
		negative regulation of endopeptidase activity	9.3	9.6E−04
		hemostasis	10.3	2.3E−03
		oxygen transport	−7.5	5.9E−03
		protein heterooligomerization	−7.5	5.9E−03
		wound healing	7.5	7.3E−03
		fibrinolysis	6.0	1.6E−02
		cobalamin metabolic process	11.1	1.8E−02
		cellular protein metabolic process	8.6	3.0E−02
		response to calcium ion	5.5	3.7E−02
		inflammatory response	3.6	4.1E−02
		response to peptide hormone	9.3	4.4E−02
		response to cytokine	9.3	4.8E−02
	**Cellular component**	extracellular space	5.0	2.7E−06
		extracellular region	3.3	6.7E−05
		keratin filament	6.0	1.8E−04
		intermediate filament	6.0	3.7E−04
		hemoglobin complex	−7.5	4.1E−04
		Golgi lumen	−4.2	1.5E−03
		anchored component of external side of plasma membrane	15.5	5.6E−03
		secretory granule	8.6	2.7E−02
		platelet alpha granule	9.3	3.1E−02

**Table 4:** Partial list of subnetworks significantly affected in the liver and testis of male tilapia exposed to BaP (*p *<* *0.05, fold change ≥ 10%).

**Tissue**	**Gene set seed**	**Median fold change**	***p*-value**
**Liver**	kinetochore assembly	−3.2	2.5E−04
	telophase	−3.8	5.4E−04
	microtubule cytoskeleton assembly	−2.2	8.3E−04
	anaphase	−3.1	9.7E−04
	mitotic spindle positioning	−3.2	1.4E−03
	meiosis	−2.2	2.1E−03
	mitotic nuclear membrane assembly/disassembly	−3.2	2.3E−03
	microtubule/kinetochore interaction	−5.6	2.6E−03
	mitotic checkpoint	−3.2	3.0E−03
	mitotic spindle checkpoint	−3.2	3.2E−03
	nuclear division	−3.2	4.7E−03
	mitotic spindle assembly	−4.2	8.3E−03
	meiosis II	−4.5	8.8E−03
	fatty acid oxidation	−2.3	9.1E−03
	nuclear fragmentation	−2.3	9.7E−03
	sister chromatid cohesion	−3.2	1.0E−02
	chromosome condensation	−2.4	1.1E−02
	mitotic spindle orientation	2.4	1.1E−02
	spindle assembly	−2.7	1.4E−02
	Schwann cell migration	−3.2	1.5E−02
	DNA replication during S phase	−3.9	1.7E−02
	mitotic prometaphase	−3.2	1.7E−02
	mesenchymal stem cell differentiation	−1.9	1.8E−02
	synapse maturation	−2.4	2.0E−02
	monocyte differentiation	−2.5	2.0E−02
	mitotic sister chromatid segregation	−3.2	2.6E−02
	mitotic metaphase plate congression	−3.2	2.7E−02
	chromosome segregation	−2.8	2.8E−02
	regulation of action potential	1.7	2.9E−02
	adipogenesis	−2.2	3.0E−02
	nerve sprouting	−2.4	3.0E−02
	interphase	−2.4	3.0E−02
	microtubule bundling	−2.8	3.1E−02
	cellular extravasation	−3.1	3.1E−02
	lipid oxidation	−3.0	3.5E−02
	blood-retinal barrier	−2.0	3.7E−02
	Glycogen degradation	−2.2	3.8E−02
**Testis**	blood clotting	5.5	5.2E−04
	neutrophil chemotaxis	5.5	7.3E−04
	fibrinolysis	5.6	9.1E−04
	blood vessel permeability	3.7	1.2E−03
	myoblast proliferation	7.5	1.4E−03
	muscle fiber development	5.8	4.4E−03
	blood clot lysis	5.8	5.6E−03
	T-cell homeostasis	−2.3	5.7E−03
	neutrophil recruitment	3.6	7.6E−03
	degranulation	3.9	7.9E−03
	fibroblast proliferation	3.3	8.2E−03
	neutrophil adhesion	3.1	8.7E−03
	autolysis	7.5	1.1E−02
	zymogen activation	5.6	1.1E−02
	complement activation	5.0	1.2E−02
	hemolysis	3.0	1.5E−02
	chondrocyte proliferation	2.9	1.6E−02
	neutrophil extravasation	5.6	1.9E−02
	skin changes	7.5	1.9E−02
	blood coagulation, intrinsic pathway	5.8	2.0E−02
	cellular extravasation	3.6	2.1E−02
	hepatic regeneration	3.7	2.3E−02
	myoblast fusion	3.2	2.3E−02
	neutrophil migration	3.3	2.7E−02
	bacterial load	4.7	2.8E−02
	antigen expression	4.5	3.1E−02
	positive chemotaxis	3.6	3.2E−02
	superoxide anion generation	3.3	3.3E−02
	neutrophil activation	3.6	3.4E−02
	immune cell chemotaxis	3.6	3.5E−02
	hepatocyte apoptosis	5.8	3.7E−02
	dendritic cell differentiation	3.3	3.8E−02
	tissue invasion	5.0	3.8E−02
	muscle fiber contraction	3.0	3.9E−02
	myoblast differentiation	5.8	4.3E−02
	epidermal cell differentiation	6.0	4.4E−02
	innate immune response	3.3	4.4E−02
	leukocyte recruitment	3.1	4.7E−02

## 2 Experimental design, materials and methods

Liver and testis samples were collected as were controls. Analysis of gene expression profile RNA-Seq was performed as is mentioned in [1]. Briefly, Tilapia RNA-Seq reads were trimmed, clean reads aligned to reference genome using Tophat [3], [4]. Differential expression analysis was conducted using exact test with R package EdgeR (*p *< 0.05; fold change > ± 1.5 were considered as significant). 

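The paper's test was run on the recovered whole reads with edgeR's common and tagwise dispersions. Over the genes of the supplementary list, the log2 fold changes differed from the paper's values by at most 9.62e-05 in liver and 7.11e-06 in testis, and the p-values by a relative difference of at most 0.0096 and 0.00188. At the stated threshold it called 1444 genes in liver (605 higher, 839 lower with BaP) and 517 in testis (271 higher, 246 lower). All 1369 liver genes that the list calls altered were among the 1444, and 241 of the 517 testis genes were on the list. Of the remaining testis calls, 213 have no entry in the liver table and 63 are in both tables. With the Benjamini-Hochberg adjustment, 223 genes in liver (64 higher, 159 lower) and 49 in testis (29 higher, 20 lower) had an adjusted p under 0.05. Of all 35 splits of the livers into 4 and 4, 3 gave as many genes as the real one, itself included, and of all 10 splits of the testes 6 did. In simulated tables with the tissues' own levels and spread and 200 genes changed by a log2 fold change of 2, this test recovered 173 of the 200 genes in liver at an adjusted p under 0.05, and a share of 0.139 of its calls were false. In testis it recovered 168 of 200, with a false share of 0.134. The limma comparison recovered 155 and 132 of the 200, with false shares of 0.0606 and 0.0571.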

Elsevier PathwayStudio^TM^ V9 (Elsevier, Inc., Rockville, MD, USA) operating with the ResNet 10.0 database was used to identify the biological mechanism that underlie the BaP effects. The gene set enrichment analysis (GSEA) and subnetwork enrichment analysis (SNEA) algorithms (applying the Mann−Whitney test with an alpha level of *p *<* *0.05) [5], [6], [7]. Quantitative PCR (qPCR) was used to evaluate the transcriptomic changes of key genes such as *Ddit4*, *Gadd45b* and *Igf2*, *Tet3* and *Fasn* involved in important functions, i.e, DNA damage, growth and development. The *rpl8* gene was used as the internal reference normalizer gene.

## References

[1] Colli−dula R.C. (2018). Transcriptome analysis reveals novel insights into the response of low−dose benzo(a)pyrene exposure in male tilapia. Aquat. Toxicol..

[2] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2−ΔΔCT method. Methods.

[3] Trapnell C. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[4] Trapnell C., Pachter L., Salzberg S.L. (2009). TopHat: discovering splice junctions with RNA-seq. Bioinformatics.

[5] Kotelnikova E. (2012). Novel approach to meta-analysis of microarray datasets reveals muscle remodeling-related drug targets and biomarkers in Duchenne muscular dystrophy. PLoS Comput. Biol..

[6] Sivachenko A., Kalinin A., Yuryev A. (2006). Pathway analysis for design of promiscuous drugs and selective drug mixtures. Curr. Drug Discov. Technol..

[7] Subramanian A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

# Supplementary material for: Gene expression profile and molecular pathway datasets resulting from benzo(a)pyrene exposure in the liver and testis of adult tilapia
**Source:** Data Brief. 2018 Sep 5;20:1500–9. doi: 10.1016/j.dib.2018.08.206

**Conflicts of Interest**

Authors have no conflicts of interest.

The corresponding author should sign this declaration on behalf of all the authors:

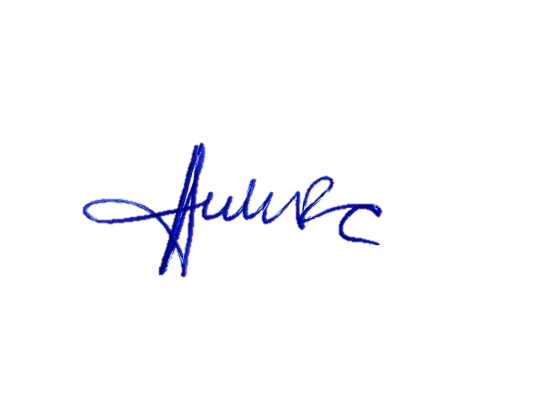

**Supplement:** Supplementary file 1 — Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

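RNA-Seq of the liver (4 control and 4 BaP fish) and testis (3 control and 3 BaP fish) of adult male tilapia was processed from the 2 deposited tables, one per tissue, and all 14 libraries were used. The samples were grouped by the tissue and treatment in their descriptions, and replicates were numbered as deposited. The replicate numbers are shared between the control and BaP groups but belong to different fish. The dose, the number of injections and the sampling day come from the sample descriptions.

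The paper states that the authors trimmed the reads, aligned them to the reference genome with TopHat and tested them with edgeR. The genome build, the annotation and the program that counted reads are not named in its text. The deposited values are normalized signal values: the authors divided the reads of each gene by an effective library size for that library and scaled them as CPM. Every value was a whole multiple of one step per library, and dividing by that step recovered the reads. TMM factors recomputed from the recovered reads with edgeR equalled the deposited scaling, with a ratio of 1 in every library. These factors ranged from 0.858 to 1.19. Before the data were examined, read counts had been planned for, with edgeR's quasi-likelihood test. Since the tables hold normalized values, the test set for that case was used, limma on log2 of the value plus 1, with one linear model per tissue and default empirical Bayes moderation. All deposited genes were tested and p-values were adjusted by the Benjamini-Hochberg method. Results are given at an adjusted p under 0.05 and at the paper's threshold, an unadjusted p under 0.05 and a fold change over 1.5. The tables had already been filtered on low counts by a rule that the paper's text does not name.

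The libraries held from 12485109 to 42836246 reads on genes. At these depths 3 reads, taken as the smallest level that can be shown, correspond to between 0.0646 and 0.27 normalized CPM. These floors cover counting error only. The 10 most abundant genes took a share of 0.138 to 0.221 of the reads in liver and 0.0307 to 0.0475 in testis.

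The difference between the tissues was tested as the interaction of tissue and treatment in one limma model of all 14 libraries over the 12377 genes in both tables. Because it compares differences within each tissue, it does not depend on the scaling between the tables. It takes the libraries as independent, although liver and testis share 6 title numbers that may stand for single fish. The liver comparison was refitted for each of the 16 choices of 3 control and 3 BaP fish. Exact two-sided permutation tests compared scores per library, and permutation tests over genes used 100000 resamples. The smallest exact p is 0.0286 for 4 fish against 4 and 0.1 for 3 against 3.

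The tables pair no gene ID with a name, and the reference table that accompanied the data holds no Ensembl IDs of tilapia. Names were taken from the paper's supplementary list, which pairs them with IDs for the 1526 genes that the paper chose to list. The genes named in the text follow a rule written before the data were examined. It takes the genes with qPCR primers, the genes of Table 2 that the paper gives as altered in both tissues, and the 5 genes per tissue with the smallest adjusted p whose groups do not overlap. It also takes the genes of Table 2 and of the supplementary list with the largest changes among those with an adjusted p under 0.05. HELLS, MDH1B, EGLN3, JUN, CLOCK and PER2 fall outside this rule and were named after their values were seen. The gene sets described are the set with the smallest p of the paper in each category and tissue, with cell cycle and apoptotic process in liver.

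Each test was run on simulated data made from the tissues' own levels and dispersions, with 200 genes above 5 CPM changed by a log2 fold change of 2. At an adjusted p under 0.05, limma recovered 155 of the 200 genes in liver and 132 in testis. DESeq2's Wald test recovered 177 and 180 of the 200, with a share of 0.192 and 0.224 of its calls false. The quasi-likelihood test recovered 160 and 158, with false shares of 0.0533 and 0.0539.

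Alternatives set before the data were examined were edgeR's exact test, DESeq2's Wald test, DESeq2's size factors, scaling by library size only and a filter on genes with a CPM above 1 in every library. Others were a filter on values of at least 1 in 3 or more libraries, a pseudocount of 0.1, a replicate block, one fit over all 14 libraries, thinning to equal depth and leaving out each replicate. The quasi-likelihood test, planned as the main test for read counts, was made an alternative only after the data were seen. A trended, robust prior variance in limma was added after seeing the data. So were an interaction fit that takes libraries of one title number as correlated and counts over the genes of the paper's list alone. The reads were not realigned, the qPCR measurements were not analysed here, and PathwayStudio was not rerun, so the members of each set are those the paper lists. Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.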

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

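The tests of depth and of other splits of the fish for the genes outside the paper's list, and the tests on liver control replicate 3, were chosen only after the results were seen.

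In liver, the score of the iron ion binding set separated control replicate 3 from the other control fish. Its score was -0.34, against 0.52 to 0.63 in the other 3, and its gap to the nearest of them was 0.883 of the whole range. Of the 68 groups of 4 libraries examined in this way 1 stood out, and 3.4 would do so by chance, so the separation of this set alone is no more than chance gives. The BaP livers had scores between -0.78 and 0.34. Over all genes in the liver table, control replicate 3 had a mean correlation of 0.913 with the other control livers and 0.939 with the BaP livers. Genes are not independent replicates, so these correlations carry no p-value. A shallow library was tested as an explanation. Control replicate 3 had 20130829 reads, and 2 liver libraries had fewer, so depth does not single it out. A mislabelled sample was also tested. Of the 216 genes with an adjusted p under 0.05 when this fish is left out, 171 had it nearer to the BaP mean than to the control mean. Those genes were selected by a comparison without this fish, which favours genes on which it differs, so the test cannot decide. On NCOA7, ZNF395, FAM13A, BHLHE40 and G0S2 this fish was at 210, 785, 477, 67.8 and 740. The highest BaP livers were at 35.8, 224, 152, 11.3 and 195. For these genes the values argue against a BaP liver under a control label, but they were selected with this fish counted as a control. The 171 genes go the other way. A mislabelled sample was therefore not told apart from a control fish that differs from the others. The liver library of this fish and testis control replicate 1 share a title number, and the correlation of their deviations is given among the other observations. A biological explanation was not tested for a control fish, since the design gives no condition within the control group.

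In testis, the exact test called 276 genes at the paper's threshold that are not on the paper's list, 149 higher and 127 lower with BaP. Of these, 17 had an adjusted p under 0.05 with the exact test and 147 were also past the threshold with limma. The groups did not overlap for 127 of the 276 (46.0%), against 10% by chance for 3 fish against 3, although genes past a threshold are selected for separation. Among the genes picked for the smallest adjusted p in testis with no overlap between the groups, 3 are outside the list. ENSONIG00000011213 rose from 0.324 ± 0.109 (SD, n = 3) to 4.41 ± 1.15 (SD, n = 3), a log2 fold change of 2.01. Its adjusted p was 0.369 from limma and 0.000912 from the exact test. It ranged from 1.74e-06 to 0.862 over the alternatives that kept every fish and were refitted by gene. ENSONIG00000011211 rose from 0.0727 ± 0.0639 (SD, n = 3) to 1.80 ± 0.44 (SD, n = 3), a log2 fold change of 1.37 (adjusted p = 0.71 from limma and from 0.00139 with the exact test to 1.00 over those alternatives). ENSONIG00000020825 fell from 3.09 ± 0.53 (SD, n = 3) to 0.466 ± 0.251 (SD, n = 3), a log2 fold change of -1.49 (adjusted p = 0.71 from limma, 0.0887 from the exact test, and from 0.014 to 1.00 over those alternatives). NUGGC, which is on the list, fell from 6.66 ± 0.65 (SD, n = 3) to 1.33 ± 0.47 (SD, n = 3), a log2 fold change of -1.74 (adjusted p = 0.636 from limma). In each of these 4 genes all 3 BaP fish were on one side of all 3 control fish, which the rule that picked them requires. When the 6 testes were split into 3 and 3 in every other way, 7 of the 10 splits, the real one included, gave as many genes at the paper's threshold with the exact test. With 3 fish per group the share cannot fall under 0.1. The splits count all calls of the exact test, 517 in the real one, and that number cannot be told apart from the spread between fish. The 276 genes were not counted separately in the splits, so their own number was not tested. Every gene on the paper's list has an entry in the liver table, and 213 of the 276 genes have none. Why the others are not on the list was not tested.

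In liver, the exact test called 75 genes at the paper's threshold that are not on the paper's list, 70 higher and 5 lower with BaP. Of these, 16 had an adjusted p under 0.05 with the exact test and 55 were also past the threshold with limma. The tables give no names for them, and no explanation was tested.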

How the results depend on the processing

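The alternatives below were set before the data were examined, with some exceptions. The trended, robust prior variance, the fit by title number and the counts over the paper's list were chosen after seeing the data. The quasi-likelihood test had been planned as the main test for read counts and was made an alternative after the data were seen. No filter at all could not be run as an alternative, since the tables had been filtered before deposition.

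The number of genes with an adjusted p under 0.05 depended on the test. In liver it was 9 with limma, 223 with edgeR's exact test, 443 with DESeq2's Wald test, 87 with one fit over all 14 libraries, 8 with the quasi-likelihood test and 14 with the trended, robust prior variance. It was 2 with the replicate block and 0 with a pseudocount of 0.1 (1630 at an unadjusted p under 0.05). The exact test and DESeq2 each shared all 9 genes with limma, and the 8 of the quasi-likelihood test were among them. Across the 8 fits that each left out one liver, it ranged from 0 to 216, with 216 without control replicate 3, 16 without BaP replicate 1 and 1 without control replicate 1. In the other 5 of these fits it was 0, with 1171 to 1528 genes at an unadjusted p under 0.05. In testis it was 1 with limma, 49 with the exact test and 54 with DESeq2. It was 0 with library size only, the replicate block, a pseudocount of 0.1, the quasi-likelihood test and one fit over all 14 libraries, with 425, 745, 445, 427 and 240 genes at an unadjusted p under 0.05. Each of the 6 fits that left out one testis gave 0, with 282 to 924 genes at an unadjusted p under 0.05. The cause of these changes was not tested.

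At the paper's threshold, liver had 1548 genes and from 1116 to 2370 when one fish was left out, the highest without control replicate 3, while the other alternatives stayed within 1.5 times the count. Testis had 369 genes, 236 with a CPM above 1 in every library, 589 with the replicate block, 228 with one fit over all 14 libraries and from 282 to 829 when one fish was left out. The cause was not tested. Counted over the genes of the paper's list alone, limma gave 1120 liver and 108 testis genes, and 9 and 1 at an adjusted p under 0.05. Liver had more genes than testis at this threshold under each alternative applied to both tissues. Scaling by library size only moved the median log2 fold change of all liver genes from 0.02 to -0.16. It moved the percentage of altered liver genes that were higher with BaP from 49.4% to 20.7%. The balance of higher and lower genes in liver therefore depends on the scaling. In testis, with 200 genes higher and 169 lower, it depends on single fish. It was 224 higher and 560 lower without control replicate 1, and 322 and 507 without BaP replicate 3. In the other fits that left out one testis more genes were higher, with 390 against 177 without control replicate 3.

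The median number of genes with an adjusted p under 0.05 over the subsets of 3 against 3 livers was 0 with limma and 147 with the exact test. The interaction count stayed at 0 with DESeq2's size factors and with a CPM above 1 in every library, with 858 and 724 genes at an unadjusted p under 0.05. With liver and testis libraries of one title number taken as correlated it was also 0, with 898 genes at an unadjusted p under 0.05. The mean log2 fold change of the cell cycle list ranged from -1.53 to -0.68 when one liver was left out. At -1.53, without control replicate 3, its exact permutation p was 0.0286. The median of the paper's cell cycle set ranged from -1.27 to -0.64, with the same exact permutation p at -1.27. The number of gene sets with the paper's direction stayed between 178 and 226, the lowest with a CPM above 1 in every library. Of the 244 sets, 47 then changed from the paper's direction to the other and 5 had no gene left. The kinetochore assembly subnetwork changed from -1.05 to 0.64, with 11 of 24 genes left. This filter can remove genes because they were lower with BaP, so it cannot tell whether the direction depends on genes with few reads. With values of at least 1 in 3 or more libraries the median stayed at -1.05.

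For 29 named genes, 55 values by gene and tissue were refitted. The alternatives refitted by gene, each with every fish, were the exact test, DESeq2's Wald test, DESeq2's size factors and library size only. The filter on a CPM above 1, the replicate block and the quasi-likelihood test were refitted too. A pseudocount of 0.1 was not, but with it 0 genes in either tissue had an adjusted p under 0.05. The value filter, the trended prior variance and the fit over all 14 libraries were also left out. Under the refitted alternatives, 330 values stayed on the same side of the threshold with the same direction. Of the others, 29 passed it, 9 no longer did and 0 changed direction. With one fish left out the numbers were 329, 5, 41 and 7. The changes of direction were all in testis, and their cause was not tested. Across the fits that each left out one testis, the log2 fold change ranged from -0.34 to 0.51 for IGF2, -0.50 to 0.31 for TET3, -2.71 to 0.47 for SLC22A7 and -0.31 to 0.38 for STC2. IGF2 was at -0.34 and -0.22 without control replicate 1 and BaP replicate 3, and STC2 at -0.25 and -0.31. TET3 was at 0.31 and 0.03 without control replicates 2 and 3, and SLC22A7 at 0.47 without control replicate 3.

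Same-numbered control and BaP fish are different animals, and the replicate block was fitted for comparison only. The mean correlation of their deviations over the 2000 most variable genes was 0.0832 in liver and 0.0477 in testis, against -0.0281 and -0.0244 for fish of other numbers, and no test of these differences was made. Depth limits genes with few reads, such as CYP1B1 in liver, where fish at or under 3 reads cannot be ranked.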

Differences from the paper's values

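Of 64 values of the paper that could be compared, 14 differed. The paper's values below come from its supplementary list or its text. The paper's methods name edgeR's exact test, and fold changes are given on the log2 scale.

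The paper's list holds 207 liver genes with an adjusted p under 0.05, against 9 with limma. Over all genes of the table, with the exact test (223 genes) and without liver control replicate 3 (216 genes) the count was within 1.5 times the paper's, and with the other alternatives set before the data were examined it was not. For testis the paper's list holds 32 such genes, against 1. Over all 16930 genes of the table, none of the alternatives set before the data were examined came within 1.5 times the paper's count, and the nearest were the exact test, with 49 genes, and DESeq2's Wald test, with 54. At the paper's threshold its list holds 240 testis genes, against 369. A CPM above 1 in every library, values of at least 1 in 3 or more libraries, one fit over all 14 libraries and the fits without testis BaP replicate 1 or 2 came within 1.5 times the paper's count, and the other alternatives did not. Among the alternatives added after seeing the values, the trended prior variance gave 317 genes, which is also within that range. The quasi-likelihood test, which had been planned for read counts, gave 378.

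The paper's list gives values for 1526 genes in liver and 1442 in testis, fewer than the tables hold. Counts over these genes alone were chosen after seeing the values. At an adjusted p under 0.05 the exact test gave 207 genes in liver and 32 in testis, which are the paper's counts, and DESeq2's Wald test 416 and 30. Limma gave 9 and 1, and 190 in liver without control replicate 3. Past the paper's threshold were 240 testis genes with the exact test, which is the paper's count. DESeq2's Wald test (216), the replicate block (178), the fits without control replicate 1 (162) or BaP replicate 3 (174) and the quasi-likelihood test (160) came within 1.5 times of it. Limma gave 108, which did not.

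For CYP1B1 the paper's log2 fold change is 4.90 in liver, against 2.04, and 3.72 in testis, against 3.28. It is -5.28 for SLC22A7 in testis, against -1.63, and 5.47 for VWA11 in liver, against 3.14. It is 1.80 for BPIFC in testis, against 0.87, 2.19 for PGLYRP2 in testis, against 0.76, and 2.62 for STC2 in liver, against 2.05. For NUGGC in testis the paper's value is -2.32, against -1.74. For each of these 8 values the exact test and DESeq2's Wald test closed the gap. An alternative is otherwise counted as near when it differs from the paper's value by no more than the larger SD of the groups on the log2 scale, which is 3.64 for SLC22A7 and 2.29 for VWA11, so being near says little for these genes. By that measure a pseudocount of 0.1 came near for all 8 values, although SLC22A7 was then at -1.86 and VWA11 at 4.25. Leaving out one fish came near for CYP1B1 in testis (3.44 without control replicate 2) and for BPIFC (1.22 without BaP replicate 1). For SLC22A7 it gave -2.65, -2.71 and -2.11 without control replicates 1 and 2 and BaP replicate 2, and for VWA11 3.18, 3.30, 3.78 and 3.82 without control replicates 1 and 4 and BaP replicates 1 and 4, which are near only because the SD is large. The other alternatives set before the data were examined did not come near. The quasi-likelihood test, planned for read counts and made an alternative after seeing the values, closed each gap except that of SLC22A7. The filter of that test removed SLC22A7 in testis.

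The paper's median change, on the log2 scale, is -2.38 for the spindle pole set in liver, against -1.26. It is -1.67 for the kinetochore assembly subnetwork in liver, against -1.05, and 2.47 for the blood clotting subnetwork in testis, against 1.15 over the 15 of its 30 listed members that were found by name. With the exact test they were -2.43, -1.67 and 2.21, and with DESeq2's Wald test -2.45, -1.69 and 2.22. Others differed from the paper's value by no more than the larger SD of the set's score but stayed short of it. These were library size only (-1.44 and -1.19 for the liver sets), a pseudocount of 0.1 (-1.71 and -1.40) and the fits without liver control replicate 1 (-1.36 and -1.20) or 3 (-1.73 and -1.36). Without liver BaP replicate 3 kinetochore assembly was at -1.10, and without testis BaP replicate 3 blood clotting was at 1.68. The other alternatives differed by more, and with a CPM above 1 in every library the kinetochore assembly median had the other sign (0.64). Without liver control replicate 4 spindle pole was at -0.73 and kinetochore assembly at -0.58, farther from the paper's values. Without testis BaP replicate 2 blood clotting was at 0.35, also farther.

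The paper lists CYP1B1, DDIT4 and FASN as altered in liver by its unadjusted threshold, and all 3 were also past that threshold with limma. Only by the stricter measure of an adjusted p under 0.05 were they not, with 0.243, 0.169 and 0.193 from limma. The exact test (0.00411, 0.00256 and 0.000161) and DESeq2's Wald test (0.0364, 0.000799 and 1.88e-05) gave an adjusted p under 0.05 for each, as did limma for CYP1B1 without BaP replicate 1 (0.0299) and for FASN without control replicate 3 (0.0129). Over the alternatives that kept every fish and were refitted by gene, the highest adjusted p was 0.248 for CYP1B1, 0.19 for DDIT4 and 0.191 for FASN.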

Other observations

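The tests on CYP1B1 in single livers, on the clock genes, on the title numbers, on RPL8, on the rising testis genes and on other splits at the paper's threshold were chosen only after the results were seen. The tests on the number of fish, on depth, on liver, pancreas and blood transcripts in testis, on other splits at an adjusted p under 0.05 and on a single library for the cell cycle list were set before the data were examined.

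More genes were altered in liver than in testis, and the liver comparison has more fish. In subsets of 3 against 3 livers the median number of genes with an adjusted p under 0.05 was 0, against 1 in testis, with limma. The 12 subsets with control replicate 3 had 0 or 1 gene and the 4 without it 32 to 101, so a reading that is consistent with the number of fish turns on that one fish. With the exact test the median was 147 (from 50 to 678) against 49 in testis, and 0 of the 16 subsets had as few, so with that test the number of fish does not account for it. At the paper's threshold none of the 16 subsets had as few genes as testis, as given at the claim, so the number of fish does not account for the difference there. With the testis libraries thinned to the median depth of liver, testis had 1 gene against 9 in liver. Since testis was sequenced deeper to begin with (a median of 28571340 reads, against 24257984 in liver), thinning it does not address whether depth raised the liver count, and the test cannot tell whether depth played a part.

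For each count, the fish of a tissue were split in every other way into groups of the same sizes. In liver, of the 8 splits that part each same-numbered pair, 1, the real one, gave as many as 9 genes with an adjusted p under 0.05, and 1 gave as many as 1548 genes at the paper's threshold. With 8 splits the share cannot fall under 0.05. Over all 35 splits, most of which put some same-numbered fish together, 1 gave as many genes at an adjusted p under 0.05 and 2 at the paper's threshold. In testis, of the 4 splits that part each pair, 1 gave as many as 1 gene with an adjusted p under 0.05 and 2 gave as many as 369 genes at the paper's threshold. Over all 10 splits the numbers were 3 and 8, and the median of the other splits was 527 genes. With the exact test, 3 of the 35 liver splits (1 of the 8) gave as many as 223 genes with an adjusted p under 0.05. In testis 6 of the 10 splits (2 of the 4) gave as many as 49. The number of these testis genes therefore cannot be told apart from the spread between fish, which says nothing on any single gene. At the paper's threshold the number of testis genes cannot be told apart from the spread between fish.

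Cell cycle genes were lower in BaP liver, and a single library was tested as the source. The mean log2 fold change of the list stayed at -0.68 or lower in each fit that left out one fish, so no single fish accounts for the whole of it. The score per library did not separate the groups, and the genes could be named only where the paper had called them.

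Transcripts abundant in liver were higher in BaP testes. Among 95 genes of the 200 most abundant in control liver and under 1% of that level in control testis, the median percentage of the liver level was 0.0447, 0.0579 and 0.0571 in the control testes and 0.0936, 0.467 and 0.111 in the BaP testes. The tables were normalized separately, so these percentages are a scale within each testis. The mean excess in the BaP testes followed the liver level across genes (Spearman's rho 0.521), just above the bound of 0.5 set for it. Genes are not independent replicates. By fish, rho was 0.25, 0.61 and -0.05, so the relation rests on BaP replicate 2. Liver tissue carried into that sample may therefore explain part of the increase. Exocrine pancreas transcripts (7 genes) had 1.36%, 2.71% and 1.85% of their sum in the control testes and 3.69%, 27.3% and 63.0% in the BaP testes. The bound set for tissue carried into one sample, over 80% in one library, was not reached, and pancreas in more than one sample was not tested. Of the 122 testis genes that the paper lists as rising and altered, 53 (43.4%) had a control liver level over 20 times their control testis level. The tables were normalized separately, so this ratio is only a coarse one. It held for 2.54% of the 118 falling genes and 2.75% of all genes. The bound set for this test was that most of the rising genes would do so, which was not reached. The test covers only genes far more abundant in liver, so carried pancreas in more than one sample is not covered by it, and how many of the rising genes carried tissue could account for was not determined. Among those 53, the highest BaP testis was replicate 1 for 4 genes, replicate 2 for 31 and replicate 3 for 18. A response to BaP that raises liver-type transcripts in testis was not told apart from carried tissue.

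Haemoglobin transcripts (2 genes) summed to 43.5, 606 and 412 normalized CPM in the control testes and 63.7, 28.4 and 60.2 in the BaP testes, a score difference of -2.21 (exact permutation p = 0.3). Over the 6 testes, the score of these genes had a Pearson correlation of 0.835 (exact permutation p = 0.0514) and a Spearman correlation of 0.83 (exact permutation p = 0.0583) with that of 8 other red cell genes. Without the 2 testes farthest from the median, Pearson's r was 0.153, so the relation rests on those samples. A difference in blood content between testes may explain the haemoglobin values, and it did not follow the groups.

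CYP1B1 was near 0 in liver BaP replicate 1. In that library 3 reads correspond to 0.207, under the level of the other BaP livers, so depth does not explain the low value. Of the 16 genes with an adjusted p under 0.05 when this fish is left out, 9 had it nearer to the control mean. Those genes were selected without this fish, so the test cannot decide whether the sample was mislabelled. On NCOA7, ZNF395, FAM13A, BHLHE40 and G0S2 this fish was at 35.8, 182, 146, 8.77 and 195. The lowest control livers were at 177, 613, 477, 67.8 and 653. For these genes the values argue against a control liver and against a fish that did not respond. The genes were selected with this fish counted as BaP, so neither explanation is ruled out by them.

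Of 14 clock genes on the paper's list of liver genes, 12 changed in the same direction in testis, 10 lower and 2 higher (CLOCK and PER2). Among random lists of 14 of the 1287 altered liver genes, of which 55.9% had the same direction, a share of 0.0188 had as many. The clock list was written after the values were seen. A signed score of the genes did not separate the testis groups (difference 0.45, exact permutation p = 0.2). If BaP and control fish were sampled at different times of day, these genes could differ for that reason. The paper's text and the sample descriptions give no time of day, so the 12 genes cannot tell an effect of sampling time from one of BaP.

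The titles of the libraries carry a number, and liver and testis libraries share 6 of these numbers, which may stand for single fish. Over 230 genes that vary within groups in both tissues, the deviations from the group mean correlated between libraries of one number by 0.246 on average. Of 576 pairings within groups, 9 gave a mean as high (a share of 0.0156). Without genes far more abundant in liver, 203 genes gave a mean of 0.268, reached by 7 pairings (a share of 0.0122), so carried liver tissue did not account for it. The range that defines these genes was set after other ranges had been tried. Of the 6 testis libraries, 5 matched best the liver library of their own number. Testis BaP replicate 3, numbered 15, had a correlation of -0.15 with liver number 15 and 0.30 with liver number 16, which is liver BaP replicate 1. Testis control replicate 1 and liver control replicate 3, both numbered 18, had a correlation of 0.38. Shared numbers may thus mean shared fish, and an exchange of the labels 15 and 16 was not tested.

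RPL8, the reference gene of the qPCR, was higher in BaP liver. With library size only in place of the authors' scaling, the lowest BaP liver was still 162 above the highest control liver, so the authors' normalization does not explain the difference. Its log2 fold change was then 0.52. No other technical explanation was tested. Its adjusted p over all genes was 0.212 with limma and 0.019 with DESeq2's Wald test. It ranged from 0.019 to 0.384 over the alternatives that kept every fish and were refitted by gene.

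Of the 9 liver genes with an adjusted p under 0.05, those not described at the claims are EGLN3 (log2 fold change -3.14, adjusted p = 0.0389), MDH1B (1.74, adjusted p = 0.0437) and JUN (-1.52, adjusted p = 0.046), named after their values were seen. MDH1B also had the smallest adjusted p of the interaction between tissue and treatment, 0.362.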
